A study of Mus musculus with 9 samples. Its data were reported in "Over-expression of ADAR1 in mice does not initiate or accelerate cancer formation in vivo" (2023).

How the data were processed

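RNA sequencing libraries of osteoblast cultures from R26-CreERT2 Tp53-floxed mice were analysed from the authors' processed files. The 9 libraries fall into 3 groups of 3 by the day after tamoxifen given in the labels, and replicate numbers 1, 2 and 3 mark the same 3 animals on each day, as the animal numbers in the names of the deposited files show. Poly(A)-selected RNA was sequenced in read pairs.

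For expression, the authors trimmed reads with fastp 0.19.5, removed ribosomal RNA reads with BBMap, quantified GENCODE transcripts with Salmon and summarised them to genes with tximeta (length-scaled TPM). The deposited values are estimated counts per gene without further normalization, and 35.6% of them are not whole numbers. Both deposited copies of the table were identical. For day 21 against day 7 the authors also deposited a limma voom table with log2 fold changes and p-values with their Benjamini-Hochberg adjustment. Those deposited log2 values were matched to within 1.3e-13 by a fit of all 9 libraries together, in place of a fit of the 6 libraries compared, and 3131 genes had an adjusted p below 0.05 in both. The fit of 6 libraries used here shared 2695 calls with the authors' deposited table, with 0 of opposite sign. For editing, the authors aligned reads to mm10 with STAR, left out duplicates marked by Picard and counted bases on the transcribed strand at known sites with JACUSA2 2.0.0-RC5, with a minimum of 3 reads and a depth limit of 3000 per the file headers. The deposited call table of day 21 against day 7 holds read counts of each base per library and the JACUSA2 score, and the deposited list of each library holds its base counts and score at sites with a read of another base (0 of 18466 entries without one). The authors' summary sheet gives editing levels as a fraction of the reads summed over the libraries of a day, which were within 0.001 of the summed reads here for 1957 of 1970 values compared. The joined sheet of single-library calls was not used here.

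Genes were kept with more than 1 CPM in at least 2 of the 9 libraries, as in the study's filter, which left 13718 of 54432 genes. Of all genes, 31863 had a symbol in the table, 22512 were named from GENCODE and gene name tables and 57 kept the identifier only. Each pair of days was tested in its own fit of 6 libraries with limma 3.58.1 (TMM scaling, voomWithQualityWeights, two-sided moderated test) and Benjamini-Hochberg adjustment over the genes tested, with an adjusted p below 0.05 called. CPM values of tested genes in the text are TMM-scaled, with the SD over 3 libraries. Those of genes below the filter are of total counts. Fold changes from the fit weight the libraries by quality. Of 19 gene lists set in advance, 18 had at least 3 tested members and were tested with camera (preset correlation 0.01) on the voom values. A list's median log2 change is over its tested members. The lists covered p53 targets, interferon-stimulated genes, interferon ligands and receptors, nucleic acid sensors, MHC class I, inflammatory and NF-kB genes, osteoblast genes, cell cycle, senescence-linked genes, immediate early genes, mitochondrially encoded transcripts, and markers of macrophages, osteoclasts, endothelium, adipocytes, chondrocytes, skeletal muscle, smooth muscle and lymphocytes. No camera test was planned for day 21 against day 14, for which counts of members are given.

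Editing was read as G on the strand where A is the transcribed base, at 2866 of 2977 listed positions by strand. Another 111 entries have T as the transcribed base. Sites were tested with at least 50 reads summed over the libraries of each day, 10 reads in each of the 6 libraries and a level of at least 1% in 1 of the days, which left 1137 sites, 15 of them outside genes and the others in 235 genes. Edited and unedited reads were modelled per site by binomial regression with a quasi-likelihood F test. The site dispersion was moderated with limma's squeezeVar and held at or above 1, and Benjamini-Hochberg adjustment ran over the sites. The details of that moderation were settled after seeing earlier counts. A version with every library in the residual degrees of freedom called 686 sites but recovered only 0.267% to 9.23% of simulated changes. A version without libraries of days whose fitted level is 0 or 1 called 653, and on simulated data 17.5% of its calls were false at an overdispersion of 0.03. The version used adds a trend of the dispersion with depth, and its share of false calls was 2.90% to 3.65% over 3 levels of overdispersion (15 simulated data sets each). These simulations raised 200 of 1137 sites by at most 0.2 in level. The real reads gave more called sites and larger rises, so the simulated shares may not carry over to them. Its prior degrees of freedom were infinite, so extreme p-values of sites rest on the pooled dispersion. Sites were placed in genes with GENCODE annotation on mm10. Mean levels and counts of sites with an edited read were compared by exact two-sided permutation tests, for which 3 against 3 libraries allow no p below 0.1.

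The genes named were set by a rule fixed in advance: Trp53 and the Adar genes, the 10 highest and 10 lowest changes from day 7 to day 21 (5 and 5 for the other pairs) among called genes with separated values and a mean of at least 5 CPM, and up to 4 called members of each list, or its 2 most abundant members where fewer than 2 were called. Not every gene so chosen is printed. Sites followed a like rule: the 10 largest rises and up to 5 falls among sites with at least 30 reads in each library, and, without that minimum, the 5 genes with the most sites and coding sites in genes the study names. Ripk3 was named after its values were seen.

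The same replicate numbers came from the same animals, and the libraries of each number deviated together from their day means, with correlations across genes of 0.39, 0.45 and 0.22 between days 7 and 14, 0.28, 0.32 and 0.22 between days 7 and 21, and 0.43, 0.40 and 0.34 between days 14 and 21. The study's fit had no block for the animal, so the main fits have none, and the blocked fit is an alternative. The other alternatives were edgeR 4.0.16 quasi-likelihood and DESeq2 1.42.0 tests on counts rounded to whole numbers, no sample weights, other scalings, filters and thresholds, all 9 libraries in 1 fit, each library left out in turn, camera with an estimated correlation, fry, other depth and level minimums for sites, Fisher's exact test and the JACUSA2 score above 5. Where a day is left with 2 libraries, its spread is pooled with that of the other day. The counts of list members in edgeR and DESeq2, a minimum level of 1% in both days, sites thinned to equal depth and the other versions of the dispersion were added after seeing the data.

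The tests were tried on simulated data, the site test in its present form only after its earlier versions had been run on the real reads. With counts drawn for 13718 genes from the day 21 and day 7 libraries, 2.99%, 34.3% and 63.6% of genes changed 1.5-, 2- and 4-fold were recovered, and 5 of 13518 unchanged genes were called. For day 14 against day 7 these were 1.49%, 7.46% and 62.1%, and for day 21 against day 14 they were 1.49%, 7.46% and 68.2%. Of 200 random lists of unchanged genes, camera gave an unadjusted p below 0.05 for 2.5%, 2.0% and 4.0% in these comparisons. Simulated genes were drawn independently, so this does not test camera on lists whose members move together. The estimated correlation within the real lists reached 0.927. At 1137 simulated sites, rises of 0.05, 0.1 and 0.2 in the level were recovered at 5.97%, 17.9% and 59.1% of sites, and 1 of 937 unchanged sites was called. Counts of Xist and Y-linked genes went with the sex in the labels in 9 of 9 libraries. Analyses ran in Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9) and R 4.3.3 (data.table at version 1.17.8).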

Results

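Osteoblast cultures derived from the long bones of 3 mice, carrying a tamoxifen-inducible Cre and a loxP-flanked Trp53 gene, were collected 7, 14 and 21 days after tamoxifen was added. Poly(A) RNA was sequenced from 3 cultures per day, and a given replicate number marked the same animal on each day. Total estimated counts per library were between 21689744 and 28274330, and mitochondrially encoded transcripts took between 2.23% and 2.71% of them. Expression was tested for 13718 of 54432 annotated genes, and A-to-I RNA editing was tested at 1137 known sites in the day 21 and day 7 libraries. Day 7 was the reference, since no library without tamoxifen is among the 9.

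Trp53, the gene targeted by Cre (ENSMUSG00000059552.13, mm10 chromosome 11, 69580359 to 69591873), fell at each step. Its mean was 29.2 ± 4.34 CPM (counts scaled to a common library total; SD, n = 3) on day 7, 7.87 ± 2.19 on day 14 and 4.90 ± 0.843 on day 21, with every day 14 and day 21 library below every day 7 library. By limma the log2 change from day 7 was −1.61 (SE 0.18, adjusted p = 0.0178) on day 14 and −2.44 (SE 0.19, adjusted p = 9.4e-04) on day 21. The count covers the whole gene, so it does not separate deleted from remaining exons. Cdkn1a, which encodes the p53-induced cell cycle inhibitor p21, went from 433 ± 76.0 CPM on day 7 to 69.7 ± 13.9 on day 14 and 21.0 ± 3.19 on day 21 (SD, n = 3 each).

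Adar (ENSMUSG00000027951.16, mm10 chromosome 3, 89715022 to 89753446), which encodes the editing enzyme ADAR1, was 3.01-fold higher on day 21 than on day 7. Its mean was 96.5 ± 7.21 CPM against 32.1 ± 9.75 (SD, n = 3), a log2 change of 1.58 (SE 0.18, limma adjusted p = 0.0022), with all 3 day 21 libraries above all 3 day 7 libraries. On day 14 the 3 libraries differed, at 98.9 CPM in replicate 1 and 22.3 and 25.7 CPM in replicates 2 and 3. Adarb1 (ENSMUSG00000020262.15, mm10 chromosome 10, 77290726 to 77418270), which encodes the second catalytically active deaminase ADAR2, was expressed at a lower level and rose as well. Its mean was 3.90 ± 0.663 CPM on day 7, 4.86 ± 0.559 on day 14 and 9.32 ± 1.38 on day 21 (SD, n = 3), and the log2 change from day 7 to day 21 was 1.29 (SE 0.22, limma adjusted p = 0.00864). Without day 7 replicate 3 the Adarb1 change was 1.12 on the log2 scale and no longer passed (adjusted p = 0.0651). Adarb2 reached at most 0.214 CPM in any library and was not tested. The genotype label of the samples also names a knock-in Adar1 allele that their titles do not, and a count per gene cannot tell transcripts of such an allele from those of the chromosomal Adar gene. The paper describes the cultures as R26-CreERT2 Tp53-floxed without naming that allele, and the rise as one of endogenous Adar1.

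**Figure D1:**
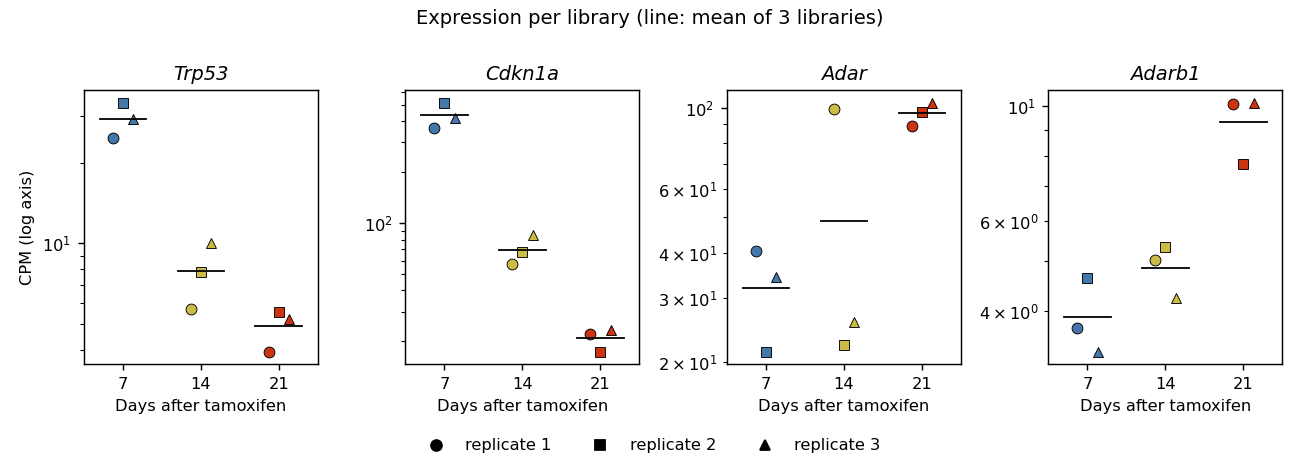
CPM on a log axis of Trp53, Cdkn1a, Adar and Adarb1 in each of the 9 libraries by day after tamoxifen, with the marker giving the replicate and the line the mean of 3 libraries. Trp53 means fell from 29.2 to 4.90 CPM while Adar means went from 32.1 to 96.5 CPM, with day 14 replicate 1 at 98.9 CPM.

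The comparison of day 21 with day 7 asked how the transcriptome changed as the cultures became p53-deficient. Of the genes with the highest increase, many belong to the interferon response: Iigp1 rose by 5.87 on the log2 scale (SE 0.65), Oas1a by 5.77 (SE 0.80), Oasl2 by 5.60 (SE 0.54), Zbp1 by 5.20 (SE 0.77), Ifi27l2a by 5.14 (SE 0.60) and Usp18 by 4.92 (SE 0.71). Also among the 10 highest were Ccl5, a T-cell-attracting chemokine, at 5.25 (SE 0.58), the Wnt-modulating secreted protein Sfrp2 at 5.13 (SE 0.35), the opioid peptide precursor Penk at 5.12 (SE 0.62) and the lipocalin Apod at 6.05 (SE 1.34). The 10 with the deepest decrease included, from the fixed list of p53 targets, Eda2r (log2 change −5.21, SE 0.48), Cdkn1a (−4.33, SE 0.17), Pmaip1 (−4.00, SE 0.67) and Perp (−3.89, SE 0.81). The others were Inka2 at −4.90 (SE 0.55), the T-cell costimulatory ligand Cd80 at −3.89 (SE 0.51), the transcription factor Nfatc2 at −3.85 (SE 0.51), the desmosomal protein Pkp1 at −3.79 (SE 0.20), the spindle protein Psrc1 at −3.58 (SE 0.20), and Ano3, which went from 12.5 ± 6.31 to 0.0600 ± 0.0691 CPM (SD, n = 3), near the detection floor. All 20 passed limma's test with an adjusted p of at most 0.0200, and in each the 3 day 21 values lay on one side of the 3 day 7 values. Oas1a has close paralogs among which counting could split reads. Leaving out 1 library ended the call for Apod without day 7 replicate 1 (adjusted p = 0.0781) or replicate 3 (0.0798), and for Nfatc2 without day 21 replicate 3 (0.0532). It also ended the call for Ano3 without day 21 replicate 2 (adjusted p = 0.139) or 3 (0.144), for Pmaip1 (0.0759 and 0.0958) and for Perp (0.122 and 0.146) without the same libraries.

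In total 2905 of 13718 genes changed between day 7 and day 21 (limma, adjusted p below 0.05), 1397 higher and 1508 lower on day 21. All 3 day 21 values lay above all 3 day 7 values for 2916 genes and below them for 2790, together 41.6% of genes, where chance gives 10%. Scaling by total count alone called 3052 genes, 1889 higher and 1163 lower, so the share of calls that were higher was 61.9% in place of 48.1%. The count was 1596 without day 7 replicate 1, 995 without day 7 replicate 3, 1089 without day 21 replicate 2 and 955 without day 21 replicate 3.

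Among gene groups fixed before the data were examined, p53 target genes were lower on day 21 than on day 7. Of 28 measured, 23 fell and none rose (23 fell and 1 rose when adjusted over the list alone), and the camera test of the list gave an adjusted p of 3.1e-16 (adjusted p = 0.318 with an estimated correlation). Cdkn1a, Eda2r, Pmaip1 and Perp had the deepest decreases. Cell cycle and DNA replication genes fell too, with 26 of 31 lower and none higher (30 lower when adjusted over the list alone; camera adjusted p = 2.9e-14; adjusted p = 0.446 with an estimated correlation). The ribonucleotide reductase subunit Rrm2 went from 514 ± 80.3 to 69.9 ± 36.1 CPM, the mitotic cyclin Ccnb1 from 81.4 ± 6.26 to 26.5 ± 13.1, the proliferation marker Mki67 from 189 ± 46.0 to 62.3 ± 25.8 and the centromeric histone Cenpa from 48.5 ± 4.41 to 16.1 ± 8.48 (SD, n = 3). Leaving out day 7 replicate 3 ended the calls of Ccnb1 (adjusted p = 0.0553), Mki67 (0.0545) and Cenpa (0.0674), and leaving out day 7 replicate 1 that of Cenpa (0.0509). Over the same days macrophage markers also fell: 4 of 11 measured were lower and none higher (9 lower when adjusted over the list alone; camera adjusted p = 7.9e-04; adjusted p = 0.533 with an estimated correlation). The 4 were Lyz2, at 47.7 ± 36.0 CPM on day 7 and 7.62 ± 5.88 on day 21 (SD, n = 3), and Adgre1, Itgam and Cd68. Each of the 4 lost its call without day 21 replicate 2 (adjusted p = 0.170 for Lyz2, 0.258 for Adgre1, 0.187 for Itgam and 0.183 for Cd68) and without day 21 replicate 3 (0.166, 0.289, 0.228 and 0.209). Other single libraries ended the calls of Adgre1, Itgam and Cd68 as well, at adjusted p values up to 0.101, 0.0777 and 0.114, and the replicate block ended that of Cd68 (adjusted p = 0.0551).

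Interferon-stimulated genes rose almost as a whole. Of 49 measured, 47 were higher and none lower on day 21 (48 higher when adjusted over the list alone), with a median log2 change of 3.61 and a camera adjusted p of 2.6e-26 (adjusted p = 0.446 with an estimated correlation). Besides Oas1a and Oasl2, the largest increases were in Oas1g (log2 change 5.91, SE 1.16) and the antiviral GTPase Mx1 (5.55, SE 1.37), both low on day 7 at 0.216 ± 0.346 and 0.311 ± 0.368 CPM (SD, n = 3). Reads of Oas1g may be split with its paralogs. The call of Oas1g ended without day 7 replicate 3 (adjusted p = 0.0816), and that of Mx1 without any of 4 libraries: day 7 replicates 1 (0.0898) and 3 (0.141) and day 21 replicates 2 (0.0744) and 3 (0.0553). All 18 genes of MHC class I antigen presentation rose (18 when adjusted over the list alone; camera adjusted p = 3.7e-16; adjusted p = 0.318 with an estimated correlation), among them the immunoproteasome subunit Psmb8 by 3.74 (SE 0.30) and H2-Q7, which has a close paralog in H2-Q6, by 3.01 (SE 0.42) on the log2 scale. Of 14 nucleic acid sensors and adaptors, 6 rose and 1 fell (7 and 1 when adjusted over the list alone; camera adjusted p = 0.0114; adjusted p = 0.446 with an estimated correlation). The RNA sensors Dhx58 (log2 change 4.21, SE 0.51), Ifih1 (2.59, SE 0.35) and Ddx58 (1.91, SE 0.21) were among the 6, and this list shares 5 genes with the interferon-stimulated list. The 1 that fell, named after its values were seen, was the necroptosis kinase Ripk3 (−0.81, SE 0.12). Of 4 measured interferon ligand and receptor genes, 1 rose (1 when adjusted over the list alone; camera adjusted p = 0.141), while Ifnb1 stayed at or below 0.174 CPM in all 9 libraries and was not tested. Macrophage markers, as given above, were lower on day 21, the day on which the interferon-stimulated genes were higher.

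**Figure D2:**
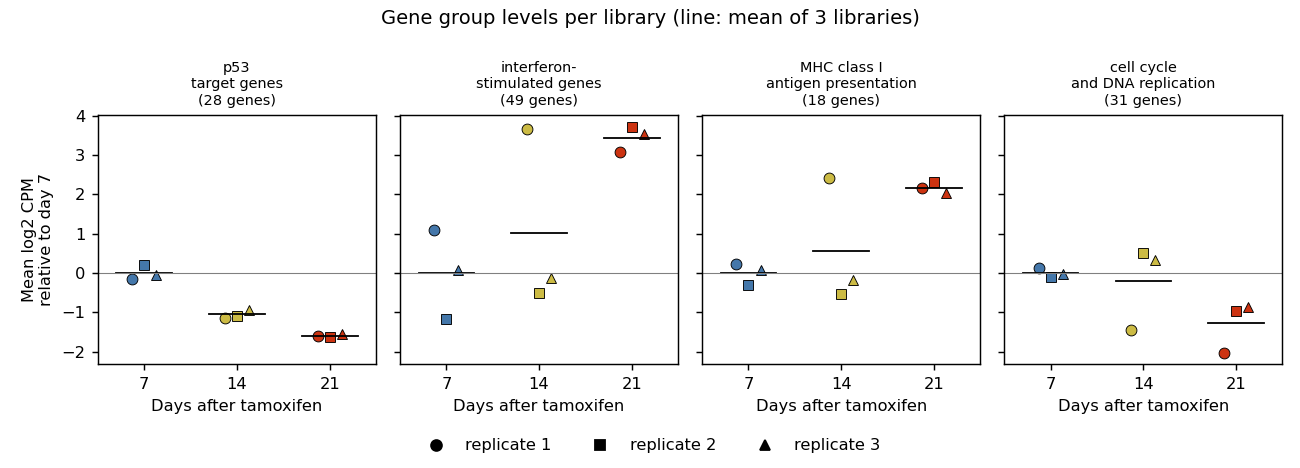
Mean log2 CPM relative to the day 7 mean, for p53 target genes (28), interferon-stimulated genes (49), MHC class I antigen presentation (18) and cell cycle and DNA replication genes (31), in each of the 9 libraries, with the line at the mean of 3 libraries. On day 14 replicate 1 the interferon-stimulated genes stood at 3.67, against −0.51 and −0.13 in replicates 2 and 3, while p53 targets lay between −1.14 and −0.93 in all 3.

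Of the remaining groups, chondrocyte markers fell, with 4 of 8 lower and none higher (4 when adjusted over the list alone; camera adjusted p = 0.0240; adjusted p = 0.533 with an estimated correlation). The 4 were the hypertrophic collagen Col10a1 (log2 change −1.91, SE 0.26), the transcription factor Sox9 (−1.59, SE 0.23), Matn3 (−1.56, SE 0.40) and the cartilage collagen Col2a1 (−0.78, SE 0.23). The chondrocyte list no longer passed without day 7 replicate 1 (adjusted p = 0.0662), day 21 replicate 2 (0.211) or day 21 replicate 3 (0.0810). Of its members, Matn3 lost its call without any 1 library (adjusted p up to 0.181), Col2a1 without any but day 7 replicate 3 (up to 0.152) and Sox9 without day 21 replicate 2 (0.0712) or 3 (0.0778). Osteoblast differentiation and matrix genes did not pass as a list, with 3 of 16 higher and 2 lower (6 and 2 when adjusted over the list alone; camera adjusted p = 0.0684), but passed as higher with the replicate block (adjusted p = 0.00288; in the main fit 0.544 with an estimated correlation). They also passed without day 7 replicate 1 (adjusted p = 0.0166), day 21 replicate 2 (0.0120) or day 21 replicate 3 (0.0354). Senescence-linked secreted and cyclin-dependent kinase inhibitor genes were divided, with 6 of 17 higher and 2 lower (6 and 4 when adjusted over the list alone; camera adjusted p = 0.611). Cdkn2a, whose locus encodes the p53 activator p19Arf and the inhibitor p16Ink4a, rose from 64.2 ± 12.8 to 472 ± 63.0 CPM (SD, n = 3; log2 change 2.89, SE 0.17), while the protease inhibitor Serpine1 fell from 5053 ± 1021 to 1393 ± 555 CPM. Inflammatory cytokines and NF-kB targets did not pass (5 of 16 higher, 1 lower; 6 and 3 when adjusted over the list alone; camera adjusted p = 0.142). They did pass as higher without day 21 replicate 1 (adjusted p = 0.0107; with all libraries 0.758 with an estimated correlation). The same library decided adipocyte markers, of which 1 of 6 was higher (1 when adjusted over the list alone; camera adjusted p = 0.0823, and 0.0107 without it; 0.691 with an estimated correlation). Without day 21 replicate 2, skeletal muscle markers passed (adjusted p = 0.0110; with it 0.542, or 0.879 with an estimated correlation), with 0 of 7 called in limma, also when adjusted over the list alone (1 at an unadjusted p below 0.05, 0 in edgeR and 3 in DESeq2).

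The comparison of day 14 with day 7 asked which changes came early. The p53 target genes were already lower as a list: 14 of 28 fell and none rose (22 fell when adjusted over the list alone; camera adjusted p = 7.5e-19; adjusted p = 0.407 with an estimated correlation). Eda2r fell by 2.86 (SE 0.21), Cdkn1a by 2.40 (SE 0.15) and Trp53inp1 by 1.76 (SE 0.26) on the log2 scale. Further genes among those with the deepest decrease were the smooth muscle and pericyte receptor Notch3 (log2 change −3.13, SE 0.43), Cd80 (−2.69, SE 0.35) and the inositol phosphate kinase Itpkc (−2.13, SE 0.22). The highest increases were in the immediate early gene Fos (1.92, SE 0.29), Hemk1 (1.86, SE 0.31), the vasoconstrictor peptide gene Edn1 (1.85, SE 0.32), Cdkn2a (1.55, SE 0.17) and the phosphatase Dusp8 (1.23, SE 0.20). The Hemk1 change was 1.15 without day 14 replicate 2 and 1.07 without replicate 3. In total 141 genes changed, 17 higher and 124 lower (limma, adjusted p below 0.05). Under total-count scaling alone the number was 79, of which 20 were higher, or 25.3% in place of 12.1%, and that scaling shifted the median gene by 0.10 on the log2 scale. All 3 day 14 values lay above all day 7 values for 1125 genes and below them for 1245, together 17.3% of genes where chance gives 10%.

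This day 14 count rested on single libraries and on the test. It was 28 and 31 without day 7 replicates 1 and 2, 37 without day 14 replicate 1, and 0 in limma without day 7 replicate 3 (1683 genes at an unadjusted p below 0.05), day 14 replicate 2 (807) or day 14 replicate 3 (549), while edgeR called 9, DESeq2 379 and the replicate block 276. Of the p53 targets, edgeR called 3 and DESeq2 18 as lower. All 12 named genes with a call, among them Trp53, Fos, Eda2r and Cdkn1a, lost it without day 14 replicate 2 (adjusted p from 0.181 to 0.850), without day 14 replicate 3 (0.285 to 0.998) and without day 7 replicate 3 (0.0691 to 0.293). Between 5 and 6 of the 12 lost it without day 7 replicate 1 (up to 0.187), day 7 replicate 2 (up to 0.102) or day 14 replicate 1 (up to 0.0670), and Trp53inp1 lost it with the replicate block (0.0565).

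Interferon-stimulated genes differed between the day 14 libraries. In replicate 1, 48 of 49 lay above every day 7 library, against 0 in replicate 2 and 1 in replicate 3, and MHC class I genes divided the same way, with 18 of 18 above in replicate 1 against 1 and 2. Cell cycle genes went the other way: 31 of 31 lay below every day 7 library in replicate 1, against 0 and 1 in replicates 2 and 3, where 29 and 25 lay above. The fall of p53 targets did not divide the libraries, with 23, 25 and 24 of 28 below every day 7 library in replicates 1, 2 and 3. Above every day 7 library lay 4, 0 and 0 of the 28, against 3, 1 and 2 in the day 21 replicates. Macrophage markers stood at −0.72 in day 14 replicate 1 on the log2 scale relative to the day 7 mean, against −3.01 and −2.71 in replicates 2 and 3, and replicate 1 had the highest level on each of the 3 days. The sample weight of day 14 replicate 1 in the fit was 0.227, and no interferon-stimulated gene was called in limma, over all genes or adjusted over the list alone (0 of 49, 2 at an unadjusted p below 0.05; 0 in edgeR and 0 in DESeq2; camera adjusted p = 0.565, direction down; adjusted p = 0.962 with an estimated correlation). The direction of that list turned to up with the replicate block (adjusted p = 2.4e-06), without sample weights (0.00562), without day 14 replicate 2 (1.0e-09) and without day 14 replicate 3 (8.4e-08). It passed as lower without day 14 replicate 1 (adjusted p = 0.0127) and without day 7 replicate 2 (0.00558). The MHC class I list (0 of 18 called in limma, also when adjusted over the list alone, 2 at an unadjusted p below 0.05, 0 in edgeR and DESeq2; camera adjusted p = 0.604; adjusted p = 0.962 with an estimated correlation) turned in the same way. It was up without day 14 replicate 2 (adjusted p = 1.2e-06) or 3 (2.2e-05) and down without replicate 1 (0.00594). Adar followed the same division, with a fitted log2 change from day 7 to day 14 of −0.30 (SE 0.30, adjusted p = 0.579), which was 0.61 without day 14 replicate 2, 0.50 without replicate 3 and 0.05 with the replicate block, none of them past the threshold. Adarb1 did not pass between day 7 and day 14 (log2 change 0.28, SE 0.21, adjusted p = 0.463).

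Cell cycle genes passed as higher on day 14 by camera (adjusted p = 0.00783; adjusted p = 0.962 with an estimated correlation), although 0 of 31 were called in limma (0 when adjusted over the list alone, 0 at an unadjusted p below 0.05, 0 in edgeR and DESeq2), and the direction was down without sample weights (adjusted p = 0.276) and without day 14 replicate 2 (2.7e-07) or 3 (2.2e-05). Macrophage markers were lower as a list (camera adjusted p = 1.5e-04; adjusted p = 0.860 with an estimated correlation), with 0 of 11 called over all genes in limma and 8 when adjusted over the list alone (8 at an unadjusted p below 0.05, 0 in edgeR and 2 in DESeq2). Adipocyte markers were higher as a list (camera adjusted p = 0.0237; adjusted p = 0.860 with an estimated correlation), with 0 of 6 called in limma and 3 when adjusted over the list alone (3 at an unadjusted p below 0.05, 0 in edgeR and 1 in DESeq2), and did not pass without day 7 replicate 2 (adjusted p = 0.0689) or day 14 replicate 2 (0.152).

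The comparison of day 21 with day 14 gave 3255 genes in limma, 1613 higher and 1642 lower on day 21. Of the gene groups, 47 of 49 interferon-stimulated genes (48 when adjusted over the list alone) and all 18 MHC class I genes (18) were higher, 28 of 31 cell cycle genes (31) were lower, and of 28 p53 targets 15 were lower and 1 higher (16 and 1). Animals 2 and 3 rose in the first 2 lists, but animal 1 did not. Relative to the day 7 mean, its interferon-stimulated genes stood at 3.67 on day 14 and 3.07 on day 21 (log2). Its MHC class I genes stood at 2.41 and 2.16. Adar in animal 1 was 58.4 CPM above its day 7 value on day 14 and 48.3 CPM above it on day 21. The highest increases were in Apod (log2 change 7.53, SE 1.72), Sfrp2 (4.75, SE 0.32), Plekha4 (4.32, SE 0.43) and the matrix genes Postn (4.19, SE 0.48) and Eln (3.87, SE 0.72). The deepest decreases were in Pkp1 (−2.96, SE 0.37), Eef1a2 (−2.96, SE 0.66), Itgb7 (−2.62, SE 0.45), the quinone reductase Nqo1 (−2.48, SE 0.31) and the arginine synthesis enzyme Ass1 (−2.32, SE 0.39). Adar changed by 1.87 (SE 0.23, adjusted p = 0.0115), Adarb1 by 1.00 (SE 0.20, adjusted p = 0.0202) and Trp53 by −0.86 (SE 0.21, adjusted p = 0.0306) on the log2 scale. These sizes depended on single day 14 libraries: without replicate 2 or 3 the change was 0.97 or 1.08 for Adar, −0.56 or −0.38 for Trp53, 5.01 or 3.26 for Apod, 2.81 or 2.71 for Plekha4, −1.46 or −1.64 for Nqo1 and −1.35 or −1.36 for Ass1. The Itgb7 change was −1.66 without replicate 2, and that of Eef1a2 was −1.95 without replicate 3. The fitted changes are larger than the ratio of plain means where day 14 replicate 1 differs, as for Adar at 96.5 against 49.0 ± 43.3 CPM (SD, n = 3). That library had a weight of 0.234, and without sample weights the Adar change was 1.32 on the log2 scale (adjusted p = 0.383). All 3 day 21 values lay above all day 14 values for 1258 genes and below them for 1231, together 18.1% of genes where chance gives 10%.

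These calls depended on the sample weights. The limma count without weights was 0 (1763 genes at an unadjusted p below 0.05) and edgeR's was 0 (1814 genes), while DESeq2 called 272. None of the interferon-stimulated, MHC class I or cell cycle genes was called by edgeR or DESeq2 (0 in each list), and of the p53 targets 0 were called by edgeR and 9, all lower, by DESeq2. In limma it was also 0 without day 14 replicate 2 (528 genes at an unadjusted p below 0.05), day 14 replicate 3 (358) or day 21 replicate 2 (4439), and 1 without day 21 replicate 3 (4091), so all 13 named genes, Trp53, Adar and Adarb1 among them, lost their calls without each of these 4 libraries, at adjusted p values of 0.963, 0.983, 0.0839 to 0.110 and 0.0820 to 0.122. Apod lost its call with the replicate block (adjusted p = 0.0577).

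Editing was then compared between day 21 and day 7 to ask whether it changed along with Adar. The mean editing level over the 1137 sites was 16.4% ± 1.16 on day 21 and 3.63% ± 1.11 on day 7 (SD, n = 3), a difference of 12.7 percentage points. The libraries stood at 16.8%, 17.2% and 15.0% on day 21 and at 4.82%, 2.62% and 3.43% on day 7, and each of the 3 animals was higher on day 21, by 12.0, 14.6 and 11.6 percentage points. The exact two-sided permutation test gave p = 0.1, the smallest that 3 against 3 libraries allow. The median depth per site was between 35 and 47 reads in each library.

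By site, 639 of 1137 changed (quasi-binomial test, adjusted p below 0.05), with 1 lower and all others higher on day 21. The count rests on dispersion pooled across sites, and without that moderation it was 262. All 3 day 21 levels lay above all 3 day 7 levels at 634 sites and below them at 3, together 56.0% where chance gives 10%. Most tested sites, 1032, lay in 3' untranslated regions, of which 602 were higher, with a mean level of 16.5% ± 1.15 against 3.29% ± 1.16 (SD, n = 3). Of 30 sites in coding sequence 14 were higher and 1 lower, of 33 in introns 4 were higher, of 25 in noncoding exons 7, of 15 outside genes 11, and of 2 in 5' untranslated regions 0 (quasi-binomial test). The sites within genes lay in 235 of them, and the genes with the most sites past the threshold were Rpa1, which encodes a subunit of the single-stranded DNA binding protein (49 of 50 sites), 2900026A02Rik (38 of 42), Ankrd28 (29 of 32), Dnajc1 (25 of 43) and the ubiquitin ligase Rnf168 (23 of 32).

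The 10 sites with the largest increase, at most 1 per gene, all lay in 3' untranslated regions (mm10, 1-based). The largest was in the serine protease gene Htra1 (chromosome 7, 130985524), at 74.5% ± 6.38 on day 21 against 6.31% ± 4.81 on day 7 (SD, n = 3). It was followed by Mmgt1 (chromosome X, 56587643) at 88.6% ± 11.1 against 21.9% ± 7.27, Rpa1 (chromosome 11, 75300578) at 89.3% ± 6.38 against 26.5% ± 11.0 and the small GTPase gene Rhoa (chromosome 9, 108337130) at 69.9% ± 3.89 against 9.53% ± 6.29. The peptide-loading gene Tapbp (chromosome 17, 33928554), itself on the MHC class I list, was at 67.5% ± 7.85 against 7.51% ± 4.21. The remaining 5 were in Rnf168, Mapk1ip1l, Pum2, Glt8d2 and Gnl3l, and the rises of all 10 ranged from 53.4 to 68.2 percentage points, from between 31 and 1390 reads per library. The largest adjusted p among the 10 was 1.3e-13, and without moderation of the dispersion across sites they lay between 0.0206 and 0.0332.

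Among coding sites in genes that the study names, 2 adjacent positions in Azin1, which encodes an antizyme inhibitor, rose. At position 38491612 of chromosome 15 the level was 25.4% ± 12.1 on day 21 against 2.46% ± 1.17 on day 7, and at 38491613 it was 16.4% ± 2.51 against 0.476% ± 0.825 (SD, n = 3), from at least 86 reads in each library. The same reads cover both positions. In Cdk13, the site at 17804269 of chromosome 13 was at 9.57% ± 8.35 against 0% ± 0 (adjusted p = 0.0283), from at least 16 reads per library, and 1 day 21 library was also without an edited read. Its call ended without day 21 replicate 2 (adjusted p = 0.0675), with the replicate block (0.0851) and without moderation of the dispersion (0.228). The other Cdk13 site, at 17804302, was at 1.45% on day 7 and did not pass (adjusted p = 0.405). The paper describes Cdk13 editing as already high at the start in these cells, so that changes could not be made out. These low day 7 levels differ from that, and whether either position is the recoding site the paper assessed was not checked. The 1 site that fell lay in the coding sequence of the Golgi complex gene Cog3 (chromosome 14, 75719703), at 0.741% ± 1.28 against 9.85% ± 4.51 (SD, n = 3; adjusted p = 0.0111), and its call ended without day 21 replicate 1 (adjusted p = 0.0699) and without moderation of the dispersion (0.0713).

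**Figure D3:**
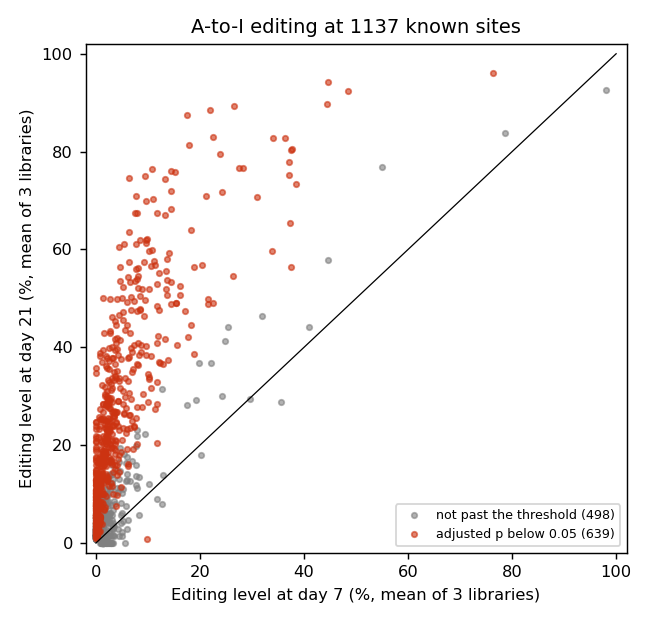
Mean editing level at day 7 (horizontal axis, %) and day 21 (vertical axis, %) of each of the 1137 sites, each the mean of 3 libraries, with the 639 sites past an adjusted p of 0.05 in red and the line marking equal levels. Over all sites the mean went from 3.63% to 16.4%.

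The call lists of single libraries put day 14 beside the other days. The number of known sites with an edited read averaged 1385 ± 331 on day 7, 1581 ± 959 on day 14 and 2824 ± 212 on day 21 (SD, n = 3). Day 14 replicate 1 had 2683 such sites against 934 and 1127 in replicates 2 and 3, and without it the day 14 mean lay below the day 7 mean, by a difference of −354.5. By the exact two-sided permutation test p was 0.1 for day 21 against day 7, 0.9 for day 14 against day 7 and 0.2 for day 21 against day 14, with 0.1 the smallest possible. At the 264 sites listed in all 9 libraries the mean level was 53.2% in day 14 replicate 1, against 15.4% and 15.1% in replicates 2 and 3, 14.5% to 23.3% on day 7 and 43.6% to 47.9% on day 21. These 264 sites had an edited read in each library, so their levels are higher than those of the tested sites.

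**Figure D4:**
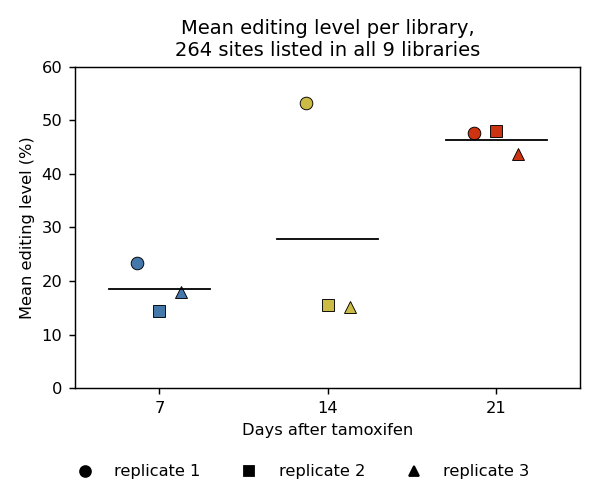
Mean editing level (%) over the 264 sites listed in all 9 libraries, in each library by day after tamoxifen, with the line at the mean of 3 libraries. Day 14 replicate 1 stands at 53.2%, close to the day 21 libraries at 43.6% to 47.9%, while the other day 14 libraries stand at 15.4% and 15.1%.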

Values the study reported

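The study reported that endogenous Adar1 transcript levels rose over time, reaching about a 3-fold increase by day 21, and it saw no increase in Adarb1. Its catalogue of murine editing positions held 135697 sites, and it considered those covered by at least 50 reads with an editing rate of at least 1%. The main site test here asked for that rate in only 1 of the days.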

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

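All tests of explanations in this part, and the counts of other splits, were chosen only after the results they address were seen. At 111 listed positions with T as the transcribed base, which no comparison used, the share of reads with C was 1.36% ± 0.235 on day 21 and 0.738% ± 0.104 on day 7 (SD, n = 3). The exact two-sided permutation test gave p = 0.1, the smallest possible, and 48 of the 111 are also listed on the other strand, where A is the transcribed base.

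Day 14 replicate 1 stood apart from replicates 2 and 3 of that day, with interferon-stimulated genes at 3.67 against −0.51 and −0.13, and cell cycle genes at −1.44 against 0.50 and 0.33, on the log2 scale relative to the day 7 mean. A day 21 library under a day 14 label is argued against by its p53 target level of −1.14, where the day 21 libraries lay between −1.62 and −1.54. RNA from macrophages as the whole cause is argued against by its macrophage marker level of −0.72, since day 7 replicate 1 had a higher one, 1.21, with interferon-stimulated genes at only 1.10. Animal 1 had the highest macrophage marker level on every day, so a contribution of such cells remains open. A difference between animals, or between cultures in how soon the change came, may also account for it and was not tested.

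The interferon-stimulated genes and Adar may have risen later than the p53 targets fell in animals 2 and 3, but not in animal 1. Within animals 1, 2 and 3 the p53 targets changed from day 7 to day 14 by −0.99, −1.29 and −0.89 on the log2 scale, and the interferon-stimulated genes by 2.57, 0.66 and −0.20, against an SD of 1.13 between the day 7 libraries. The SD of 1.13 is a spread between animals, not one of changes within an animal. By day 21 the interferon-stimulated genes had changed by 1.98, 4.88 and 3.46. In animals 2 and 3 most of the rise thus came after day 14. Across the 3 animals a change at once with the loss of p53 activity is therefore neither excluded nor borne out. The list turned to up with the replicate block (camera adjusted p = 2.4e-06; in the main fit 0.962 with an estimated correlation), and animal 1 had the largest change. An Adar allele switched on together with the deletion of Trp53 is likewise not decided across the 3 animals. Adar changed by 58.4, 0.856 and −8.58 CPM within animals 1, 2 and 3 (SD 9.75 between the day 7 libraries) while Trp53 fell in each. A rise of Adar beyond that SD by day 14 was thus seen in animal 1 only. In animals 2 and 3 Trp53 had changed by −25.7 and −19.1 CPM by day 14, and by −28.0 and −24.0 CPM by day 21. Adar there had changed by 76.0 and 68.9 CPM by day 21, so it rose after most of the Trp53 fall. For animals 2 and 3 this argues against an allele switched on together with the deletion, while animal 1 goes the other way. A delayed or indirect response to p53 loss and time in culture stay open too, since no culture with intact Trp53 is among the 9 libraries.

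The higher editing level on day 21 was weighed against base-call error and read depth. The share of reads with C or T at the same sites was at most 0.0225% on day 21 and reached 0.0243% on day 7, which argues against base-call error. Thinning every site to equal depth left a difference of 12.7 percentage points, but thinning leaves the expected level of a site as it was, so it decides nothing about depth. Median depth per site overlapped between the days, at 38 to 47 reads per library on day 7 and 35 to 44 on day 21. Mean levels did not, at 2.62% to 4.82% and 15.0% to 17.2%, which argues against depth as the whole cause of the difference. The increase in Adar stays open as an explanation, Adarb1 rose as well, and which enzyme acted was not tested.

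The 10 splits of 6 libraries into 3 and 3 are too few for a share under 0.05. Between days 21 and 7 the real split called 2905 genes, against at most 1 in any other split (1 of 10 splits as large) and 0 in the others that part all 3 pairs of the same animal. Between days 14 and 7 it called 141, against 0 in any other split (1 of 10 as large). For edited sites the real split gave 639, and the others 0 (1 of 10 as large). Between days 21 and 14 the real split called 3255 genes, while another split called 3275 (2 of 10 as large) and another that also parts all 3 pairs called 3245. The splits other than the real one with such counts each put day 14 replicate 1 with 2 day 21 libraries. Without sample weights the real split called 0 genes in limma (1763 at an unadjusted p below 0.05; 0 in edgeR and 272 in DESeq2), so the large counts may come from a structure of the samples or from the weights, and the cause was not tested. For the camera lists the real split passed 7 lists between days 21 and 7, against up to 9 in the others (8 among those parting all 3 pairs), with 5 of 10 as large. Between days 14 and 7 it passed 4, against up to 8 (6 among those parting all 3 pairs), with 10 of 10 as large. The number of lists that passed thus does not set the real split apart. Counts of list members were not taken for the other splits. Members can also move together, with an estimated correlation of up to 0.927, so those counts do not stand in for the list tests.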

How the results depend on the processing

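Alternatives were planned except the versions of the site dispersion, the thinning and the minimum level in both days. These, and the counts of list members in edgeR and DESeq2, were chosen only after the results were seen. For the 13 results of a comparison, 136 of 178 alternatives kept the direction and side of the threshold, or a count within 1.5 times. For mean editing levels and counts of sites with an edited read no p below 0.1 was possible, so only their direction could change. Trp53 and Adar kept their calls from day 7 to day 21 throughout (log2 −2.64 to −2.37 and 1.41 to 1.87), and Adarb1 lost its call only without day 7 replicate 3 (1.12; range over left-out libraries 1.12 to 1.44). The day 21 against day 7 count was 1138 with an absolute log2 change above 1, 865 at an adjusted p below 0.01, and 955 to 2420 with 1 library left out. For day 14 against day 7 it was 9 in edgeR, 379 in DESeq2, 8 without sample weights, 79 with total count scaling, 8 with no filter, 219 with CPM above 5, 493 with all 9 libraries in 1 fit, 276 with the replicate block, 81 with the fold threshold, 10 at 0.01 and 0 to 37 with 1 library left out. For day 21 against day 14 it was 0 in edgeR, 272 in DESeq2, 0 in limma without sample weights (1763 at an unadjusted p below 0.05), 0 with no filter (6713), 1067 with the fold threshold, 0 at 0.01 and 0 to 3080 with 1 library left out. Stricter thresholds call fewer genes by construction. Fewer libraries give less power, but with 1 left out the day 21 against day 14 count ran from 0 to 3080. Which library was left out thus mattered as well. The cause of these differences was not tested.

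With an estimated correlation 0 lists passed in either comparison (camera). Between days 14 and 7, fry passed 1 list, CPM above 5 gave 2, and 4 to 8 passed with 1 library left out. The fry test passed 6 lists between days 21 and 7. It did not pass macrophage (fry adjusted p = 0.106) or chondrocyte markers (0.0586), which passed camera. It did pass interferon ligands and receptors (0.0237), which camera did not. The Adar change from day 7 to day 14 turned positive in edgeR (0.61), DESeq2 (0.60), without weights (0.30), with the replicate block (0.0526) and without day 14 replicate 2 or 3 (range over left-out libraries −0.47 to 0.61), with no adjusted p below 0.287. Day 14 list directions turned for interferon-stimulated genes without weights (adjusted p = 0.00562), with the replicate block (2.4e-06) and over left-out libraries (1.0e-09 to 0.957), with 0.962 at an estimated correlation for this list and the next 2. They turned for MHC class I without weights (0.0496) and over left-out libraries (1.2e-06 to 0.997), and for cell cycle genes without weights (0.276) and over left-out libraries (1.2e-12 to 0.0430). The cause was not tested. Edited sites numbered 262 without moderation and 385 with 1% in both days (of 559 tested). The authors' deposited summary gives 562 sites past their filter, of which 339 were marked as higher and 0 as lower on day 21. The replicate block gave 3166 genes for day 21 against day 7, 2511 for day 21 against day 14 and 569 sites. For the named genes, named sites and lists it changed no call apart from those given beside the results. The day 14 difference in sites with an edited read was −354.5 without day 14 replicate 1 (range to 520). Mean editing differences were 11.8 to 20.8 percentage points, all positive, and of these alternatives the thinning could not change the expected level.

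For named genes, 903 of 1166 alternatives kept the call, 257 ended it and 6 reversed a direction, those of Adar above. For named sites 177 of 182 kept it and 5 ended it. For list tests 375 of 430 were unchanged, 25 ended and 20 gained a call, and 10 reversed.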

Other observations

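In this part only the counts of list members in edgeR and DESeq2 were chosen after the results were seen. The opposed movements within the immediate early genes stood out from day 7 to day 21: of 14 measured, 5 rose and 4 fell (5 and 4 when adjusted over the list alone; camera adjusted p = 0.770). The AP-1 subunits Fos and Jun rose by 2.45 (SE 0.33) and 1.69 (SE 0.19) on the log2 scale, while the AP-1 subunit Fosl1 and the transcription factor Egr2 changed by −1.50 (SE 0.26) and −1.35 (SE 0.13). Fosl1 lost its call without day 7 replicate 3 (adjusted p = 0.0553). Among osteoblast genes, the phosphatase Alpl (1.35, SE 0.21) and the parathyroid hormone receptor Pth1r (1.23, SE 0.19) rose, and the homeobox gene Dlx3 changed by −2.08 (SE 0.25). Alpl lost its call without day 7 replicate 3 (adjusted p = 0.0526), day 21 replicate 2 (0.0582) or day 21 replicate 3 (0.0588).

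None of the following lists passed the camera test in the main fit of the comparison it is given for. From day 7 to day 21, mitochondrially encoded transcripts had 1 of 15 higher (camera adjusted p = 0.542), osteoclast markers 1 of 5 higher and 1 lower (0.881), endothelial markers 0 of 4 called in limma, edgeR or DESeq2 (1 at an unadjusted p below 0.05; 0.691) and smooth muscle and pericyte markers 1 of 9 higher and 2 lower (0.691), and each of these counts was the same when adjusted over the list alone. No lymphocyte marker passed the filter (0 of 10 measured). The mean and median of the list differed in sign for the senescence-linked genes (0.14 and −0.01), osteoclast markers (0.37 and −0.01, test direction down) and smooth muscle markers (−0.08 and 0.11, down). From day 7 to day 14, immediate early genes had 2 of 14 higher and 3 lower (5 and 5 when adjusted over the list alone; camera adjusted p = 0.929), chondrocyte markers 2 of 8 lower (2; 0.265), inflammatory and NF-kB genes 1 of 16 higher (5 higher and 2 lower; 0.321), senescence-linked genes 1 of 17 higher (1 higher and 3 lower; 0.419) and smooth muscle markers 1 of 9 lower (1; 0.666). In limma 0 members were called for interferon ligands and receptors (camera adjusted p = 0.960), nucleic acid sensors (0.341), osteoblast genes (0.960), mitochondrial transcripts (0.800), osteoclast markers (0.108), endothelial markers (0.800) and skeletal muscle markers (0.565), with 0, 3, 4, 1, 3, 1 and 0 members at an unadjusted p below 0.05 and 0 in edgeR or DESeq2. Adjusted over the list alone, 1 osteoclast marker was lower and no member of the others was called. With an estimated correlation none of these day 14 lists passed, at adjusted p values of 0.860 for NF-kB genes, 0.876 for chondrocyte, 0.860 for osteoclast and 0.962 for smooth muscle markers. Some passed under another alternative: NF-kB genes without day 14 replicate 2 (adjusted p = 0.0452) or 3 (0.00908), and chondrocyte markers without sample weights (0.0496), day 7 replicate 2 (0.0430) or day 14 replicate 3 (0.0105). The same held for osteoclast markers with total count scaling (0.0493), without day 7 replicate 2 (0.0328) or day 14 replicate 1 (0.0309) and smooth muscle markers without day 7 replicate 3 (0.0351).

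The Adarb1 mean was 2.39-fold higher on day 21 than on day 7. That is a rise where the statement quoted from the study above gives none. The authors' deposited limma values show the rise too (log2 change 1.29, adjusted p = 0.00355). In the fit used here its call ended without day 7 replicate 3 (limma adjusted p = 0.0651).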
